A study of Mus musculus with 15 samples.

How the data were processed

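Retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, was isolated from female mice at postnatal day 14, and RNA was taken from 2 hours after light onset. The 15 libraries fall into 4 groups by the genotype in their titles. Mertk KO and Mertk WT have 4 libraries each, Bai1 Tg pos has 3 and Bai1 Tg neg has 4, the last 2 groups both carrying wild-type Mertk. All libraries share a strain label that names a mixture of C57BL/6J and a B6;129 line carrying the Mertk knockout allele. The descriptions also give each library a pair of tag numbers, whose first number is 12 in all Bai1 libraries and 17 or 21 in the Mertk libraries. The meaning of these tags is not given in the sources used here, and nothing states that replicates came from separate animals, so p-values measure the spread between these libraries, which may be partly technical.

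The authors deposited 1 table of raw fragment counts per gene for 46078 Ensembl genes. Per the labels' protocols, libraries were made with the TruSeq RNA kit from poly-A-selected RNA. Per the submitters' processing notes, reads were aligned with STAR to GRCm38. Per the file headers, the authors counted fragments with featureCounts 1.5.0, requiring both ends to map, summing exons per gene and using no strand option. Counts of genes that overlap on opposite strands can therefore not be told apart. The STAR version and the annotation release are not given in the sources used here. Total counts ranged from 9591129 to 20024507 per library, and 3 counts, the floor used for undetected genes, correspond to between 0.15 and 0.313 CPM, the usual library-size-scaled count. Symbols were matched by Ensembl identifier for 45143 genes, which held 99.91% of the counts, and coordinates are those of the deposited table in GRCm38. Intervals and floors cover counting error only, since fragments without molecular identifiers are not independent molecules.

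No pair of libraries in a group was alike within sampling noise, the lowest chi-square per degree of freedom being 5.28 (a value near 1 would be expected of a library deposited more than once), so each was counted as a replicate. CPM values in the text were computed from the deposited counts with TMM factors over all 15 libraries and are given as mean ± SD. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM factors, filterByExpr, robust dispersions and the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Mertk KO was set against Mertk WT in a fit of those 8 libraries, and Bai1 Tg pos against Bai1 Tg neg in a fit of the other 7. Adjusted p-values for genes are from this test unless another is named. The SE of a log2 fold change was derived from the fold change and its F statistic.

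Gene lists, 42 in all, were fixed before the data were examined and cover PtdSer (phosphatidylserine) receptors, phagocytosis, RPE functions, metabolism, stress and markers of other cell types of the eye. Lists with at least 3 tested members entered camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were run beside it. Counts adjusted over the list alone are given beside those adjusted over all genes tested. A two-sided Fisher's exact test compared the share of genes past the threshold within 20 Mb of Mertk with that elsewhere, Mertk itself left out. The difference between the 2 effects was tested as an edgeR contrast over all 15 libraries, and their similarity as a correlation across genes, which are not independent replicates.

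Apart from Rpe65, named as an RPE marker, and the exceptions listed below, genes named in the text followed a rule set with those choices. It took Mertk, Adgrb1, Axl, Tyro3, Gas6, Pros1, Mfge8, Itgav and Itgb5 where tested. Also taken were the 8 higher and 8 lower named genes of smallest p past the threshold, up to 4 members of each list past its test (or the 2 of smallest p), the 2 most abundant members of each marker list and up to 5 genes past the threshold nearest to Mertk. Up to 4 genes came from the difference of the effects, up to 4 per direction from the control sets, and Xist and Ddx3y served as a check of the sex label. Gm3650, Apoo-ps, Gm26809, Thbs1, Rsrp1, Ubald1, Gm8730 and the copies or overlapping genes Eif3j2, Apoo, Spg11, Gm6652, Cd300ld, Gm13502 and Ggt7 fall outside it and were chosen after their values were seen.

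Alternatives covered DESeq2 1.42.0, other size factors, no low-count filter, the replicate number as a block, all 15 libraries in 1 fit, limma-voom with quality weights, the rod marker level as a covariate, the tag numbers as covariates, and leaving out each library in turn. Near-identical transcripts were searched for with blastn 2.17.0 in the GENCODE transcripts of GRCm38, keeping alignments of at least 95% identity over at least 150 bases. That search was added after the values were seen, as were its limits, since a first look had used a lower identity.

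The steps were tested on simulated counts with 200 changed genes. In the simulated Mertk comparison (13442 genes), edgeR found 27 of 67 genes changed 1.5-fold, 43 of 63 changed 2-fold and 63 of 63 changed 4-fold, and 6 of its 139 calls were false. DESeq2 made 19 false calls among 168. In the simulated Bai1 comparison (13771 genes), edgeR found 29 of 67, 41 of 66 and 57 of 65 genes, with 11 false calls of 138, and DESeq2 made 22 false calls among 160. For the difference of the effects (14135 genes), 7 of 64, 37 of 66 and 61 of 64 genes were found, with 6 false calls of 111. Camera found the 1 raised list in both simulations, but called 4 lists in the Bai1 simulation. There, 3 of its calls fell on lists that had not been raised, and whether those held any of the changed genes was not tested.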

Results

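Expression in the RPE was measured by RNA sequencing in 4 Mertk KO, 4 Mertk WT, 3 Bai1 Tg pos and 4 Bai1 Tg neg libraries from female mice at postnatal day 14. Mertk is a receptor tyrosine kinase through which the RPE engulfs shed photoreceptor outer segments, and Bai1, whose gene symbol is Adgrb1, is an adhesion receptor that binds phosphatidylserine (PtdSer) on dying cells. The series title names compensation among PtdSer receptors, so the comparisons ask which transcripts differ when Mertk is disrupted or Bai1 is added. Totals were 9591129 to 20024507 counted fragments per library. Rpe65, the retinoid isomerase of the RPE, stood between 4175 and 6667 CPM (counts scaled to library size) in every library. Xist, the X-inactivation transcript, was at 422.6 to 941.3 CPM and the Y-linked Ddx3y at 0 counts in every library.

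The targeted genes were examined first. Mertk (chromosome 2, 128698956 to 128802894) was detected in Mertk KO at 178 ± 18.9 CPM (SD, n = 4), against 246 ± 13 CPM in Mertk WT (n = 4). Every Mertk KO library (155 to 195.9 CPM) lay below every Mertk WT library (233.3 to 261.9 CPM). Counts are summed over all exons and the sources used here do not say which exons the allele lacks, so this sum is a limited check of the genotype. Adgrb1 (chromosome 15, 74516195 to 74589465) was at 166 to 170 CPM in the 3 Bai1 Tg pos libraries and at 0 to 0.142 CPM in Bai1 Tg neg 1 to 3. The species of the Bai1 transgene is not given in the sources used here, so Adgrb1 levels cover only reads assigned to the mouse gene. The library labelled Bai1 Tg neg 4 held Adgrb1 at 143.5 CPM (2875 counts), against its label. It was kept under its label in the comparison fixed beforehand, and values without it are given beside that comparison.

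**Figure D1:**
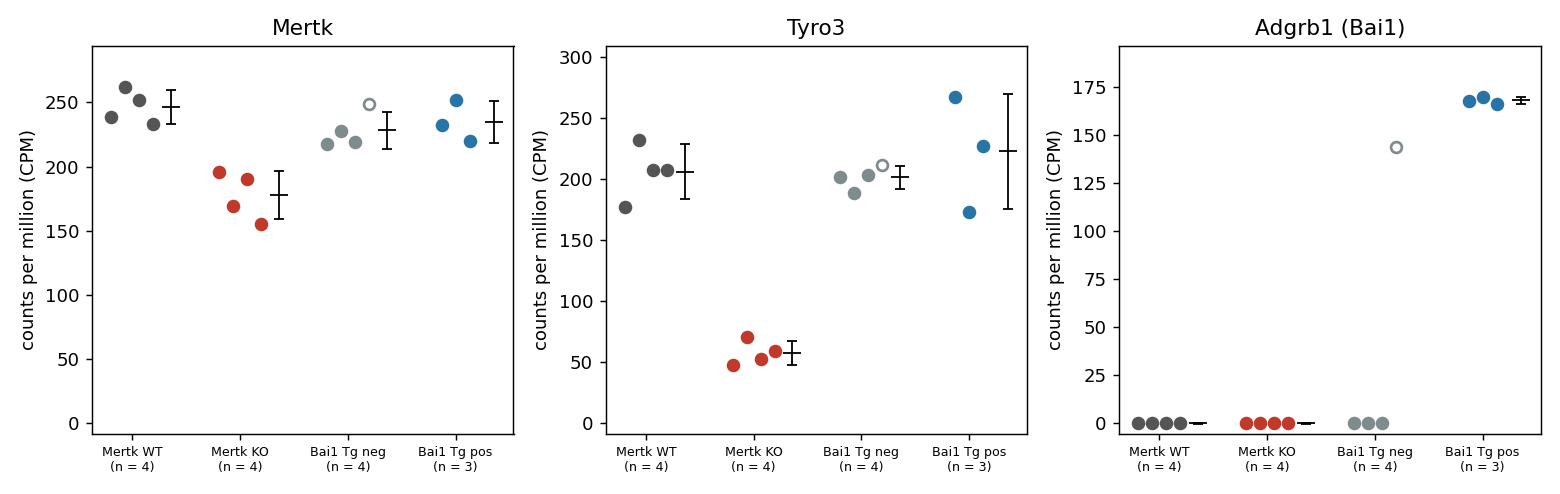
Levels of Mertk, Tyro3 and Adgrb1 in CPM (y axis) in the 4 groups (x axis), with 1 point per library and bars for the mean and SD, left out for Adgrb1 in Bai1 Tg neg. The open circle is the library labelled Bai1 Tg neg 4, whose Adgrb1 level of 143.5 CPM lies near the Bai1 Tg pos libraries at 166 to 170 CPM.

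Mertk KO libraries held a lower level of Tyro3, a relative of Mertk and another PtdSer-dependent receptor tyrosine kinase of the TAM family. Tyro3 lies within 20 Mb of Mertk on the same chromosome, so alleles linked to the knockout may account for this difference. Tyro3 (chromosome 2, 119797733 to 119818104) was at 57.6 ± 9.87 CPM in Mertk KO and 206 ± 22.2 CPM in Mertk WT, a log2 fold change of -1.84 (SE 0.121, adjusted p = 2.65e-05, edgeR). Gchfr, the feedback regulator of GTP cyclohydrolase, rose from 0.804 ± 0.44 to 13.9 ± 2.82 CPM (log2 fold change 4.16, SE 0.336, adjusted p = 0.000172). Bub1b, a spindle checkpoint kinase, and Fbln7, an extracellular matrix fibulin, also rose, by 1.11 and 1.00 on the log2 scale (adjusted p = 0.000966 for both). Of 13447 genes tested, 8 rose and 22 fell.

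The genes of this paragraph all lie on chromosome 2, as Mertk does, so alleles linked to the knockout may account for their differences too. Sord, the sorbitol dehydrogenase of the polyol pathway, went from 109 ± 19.7 to 59.8 ± 3.18 CPM (log2 fold change -0.87, adjusted p = 0.00407). Cat, the peroxide-degrading catalase, went from 747 ± 10.3 to 525 ± 28.3 CPM (-0.52, adjusted p = 0.00457). Ivd, a dehydrogenase of leucine breakdown, and Acss2, which makes cytosolic acetyl-CoA from acetate, fell by 0.57 and 1.27 on the log2 scale (adjusted p = 0.00464 and 0.00484). Ldlrad3, a membrane protein with an LDL receptor class A domain, fell by 2.42 (adjusted p = 0.000966), and Rassf2, a Ras-association protein, had a log2 fold change of -0.78 (adjusted p = 0.00685). Higher in Mertk KO were Rmdn3, a tether between mitochondria and endoplasmic reticulum (0.68, adjusted p = 0.00407), Prr5l, an mTORC2-associated protein (0.69, 0.0128), Eif2ak4, the amino acid sensor GCN2 (0.59, 0.0214), and Sqor, a mitochondrial sulfide oxidase (0.80, 0.0336). Acss2 shares exons with the overlapping gene Ggt7, and since counting was unstranded, the counts of any gene named here that overlaps another are uncertain. Mertk itself had a log2 fold change of -0.48 (SE 0.086, adjusted p = 0.0461).

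Of the 30 genes that changed, 18 lay on chromosome 2, the chromosome of Mertk, where 7 rose and 11 fell over a span from 101.7 to 155.6 Mb. Within 20 Mb of Mertk, 13 of 250 tested genes changed (5.2%; 6 higher, 7 lower), against 16 of 13196 elsewhere (0.121%), an odds ratio of 45.1 (95% interval 19.7 to 101, two-sided Fisher's exact p = 1.21e-15). Nearest to Mertk were Fbln7, Rassf2, Sqor, Sord and Eif3j1. Tyro3, Gchfr, Bub1b, Ivd, Rmdn3 and Eif2ak4 also lay within 20 Mb. A further 4 on chromosome 2 lay beyond that window: Ldlrad3, Prr5l, Cat and Acss2.

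**Figure D2:**
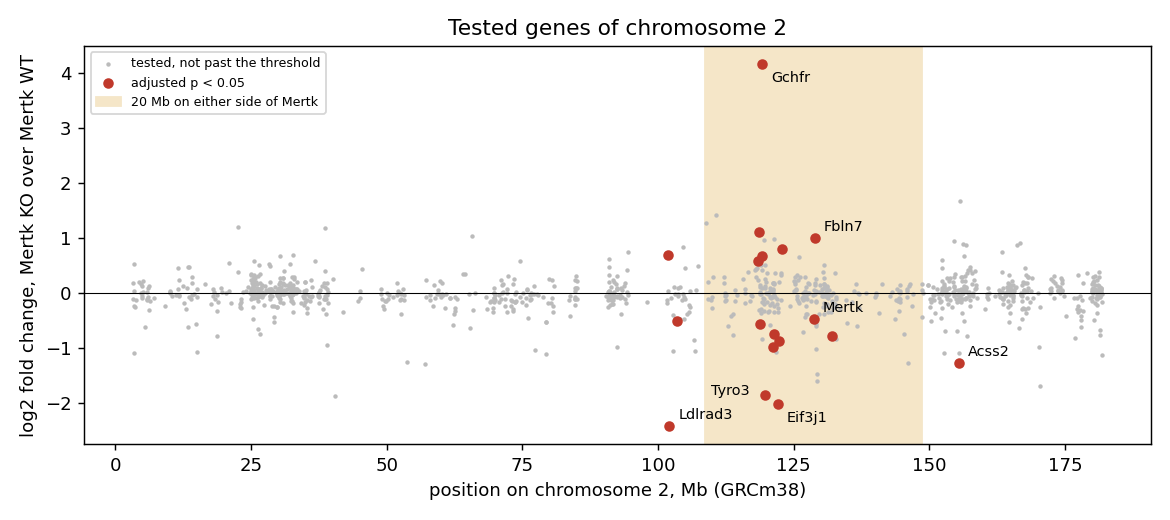
Log2 fold change of Mertk KO over Mertk WT (y axis) of the tested genes of chromosome 2 against their position in Mb (x axis), each point a gene, with red points past an adjusted p of 0.05 and the band 20 Mb on either side of Mertk. All 18 red points lie between 101.7 and 155.6 Mb.

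Elsewhere in the genome 12 genes changed, 1 higher and 11 lower. Gja1, the gap junction protein connexin 43, fell from 1192 ± 141 to 786 ± 24.8 CPM (log2 fold change -0.61, SE 0.083, adjusted p = 0.00617). Sptssa, a subunit of serine palmitoyltransferase, which starts sphingolipid synthesis, fell by 0.78 on the log2 scale (adjusted p = 0.00407). Cd300lf, a lipid-binding immunoglobulin-like receptor, fell from 5.12 ± 1.63 to 1.20 ± 0.288 CPM (-2.10, adjusted p = 0.013).

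Some of these genes have near-identical copies, so their counts are uncertain. Eif3j1, a translation initiation factor subunit, fell by 2.01 (adjusted p = 0.0214). Its copy Eif3j2 on chromosome 18 (99.4% identical over 2379 bases) had a log2 fold change of 1.05 (adjusted p = 0.365). The counts of both together gave -0.20 (SE 0.17, adjusted p = 0.913). Apoo-ps, a pseudogene on chromosome 13, fell by 3.20 (adjusted p = 0.00134), its X-linked parent Apoo had a log2 fold change of 0.74 (adjusted p = 0.48), and their sum gave -0.22 (SE 0.13, adjusted p = 0.905). The same proportion was seen in Bai1 Tg neg 2, which carries wild-type Mertk, with Apoo-ps at 1.19 and Apoo at 24.3 CPM. Gm3650, a gene model on chromosome 18, matches Spg11 of chromosome 2 (99.9% over 747 bases) and part of Eif3j1 (100% over 181 bases). It ends at base 43475169, shortly before Eif3j2 starts at base 43475418. Gm3650 held 174 counts in Mertk KO and 0 in Mertk WT. That was 51.6-fold higher at a floor of 3 counts over the group, with 41.6 as the lower end of the ratio's 95% counting interval. Sord together with its copy Gm6652 still fell by 0.88 (adjusted p = 0.00104). Cd300lf matches Cd300ld (95.3% over 342 bases), and this pair was not summed.

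**Figure D3:**
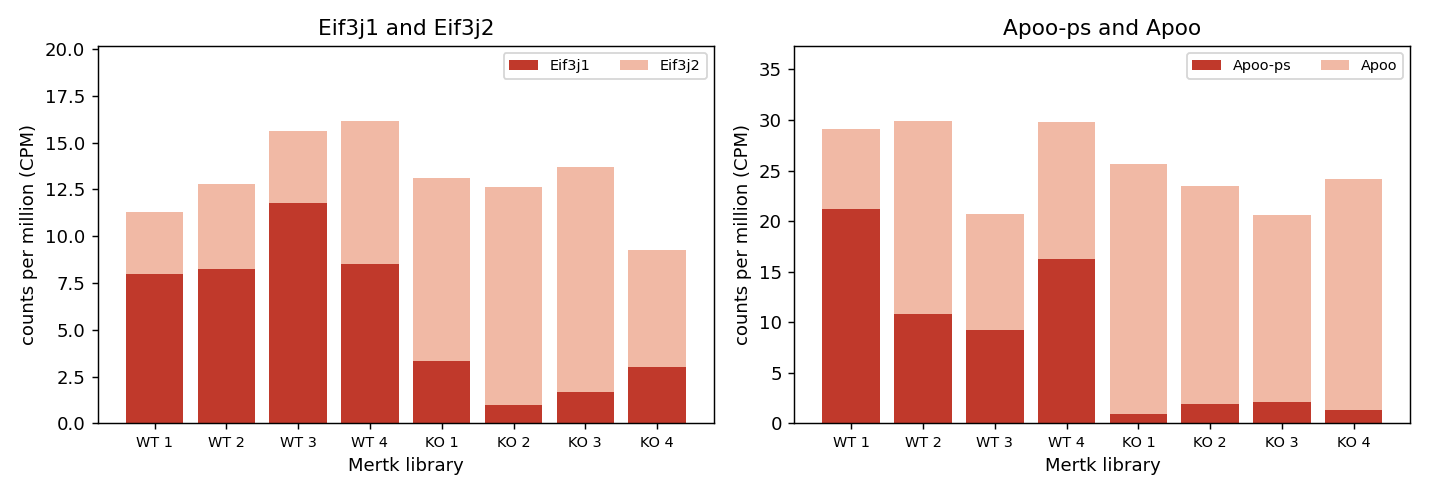
Levels in CPM (y axis) of Eif3j1 and its copy Eif3j2 (left) and of Apoo-ps and its parent Apoo (right), stacked, in each Mertk WT and Mertk KO library (x axis). The dark share is smaller in each Mertk KO library, while the group means of the sums are 12.1 and 13.9 CPM for the Eif3j pair and 23.3 and 27.3 CPM for the Apoo pair, in Mertk KO and Mertk WT.

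The count of changed genes moved with the tool: DESeq2 called 74, no low-count filter gave 69, and leaving out Mertk KO 4 gave 16. The Mertk call did not hold in any of the 8 fits that left out 1 library, with adjusted p from 0.0546 (without Mertk KO 1) to 0.228 (without Mertk KO 2), although its log2 fold change stayed between -0.414 and -0.52. Other calls were lost in part of the alternatives: Sqor in 12 of 19, among them leaving out any Mertk library except Mertk WT 2 (adjusted p from 0.057 to 0.145), and Eif2ak4 in 9, among them any except Mertk WT 2 and Mertk KO 2 (0.056 to 0.0895). Eif3j1 was lost in 6 alternatives, among them without Mertk WT 1, Mertk KO 3, Mertk WT 3 or Mertk WT 4 (0.0528 to 0.101). Prr5l was lost in 5, among them without Mertk KO 1, Mertk WT 3 or Mertk KO 4 (0.05 to 0.0683). Cd300lf was lost in 5, among them without Mertk KO 1, Mertk KO 3, Mertk WT 4 or Mertk KO 4 (0.0566 to 0.0709). With all 15 libraries in 1 fit Prr5l was lost (0.0629), and with limma-voom Cd300lf (0.0503). The replicate number as a block ended the calls of Eif3j1 (0.0642), Eif2ak4 (0.111) and Sqor (0.101). A tag number covariate also ended those of Eif2ak4 (0.0626) and Sqor (0.0533).

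Among PtdSer receptors and their bridging proteins (18 of 28 list members tested), Tyro3, Cd300lf and Mertk fell and none rose in Mertk KO. Adjusted over the list alone, the same 3 fell and 1, the thrombospondin Thbs1, rose. The list passed camera as lower (adjusted p = 0.0168), with adjusted p = 0.568 with an estimated correlation. That call did not hold without Mertk itself: with Mertk left out, a test chosen after seeing the data, the other 17 members had a camera adjusted p of 0.16 (adjusted p = 0.966 with an estimated correlation). With Tyro3, of the same chromosome, also left out, the other 16 had 0.867 (adjusted p = 0.966 with an estimated correlation). The median log2 fold change of the whole list was 0.05 and its mean -0.115, so the median differs in sign from the mean and the test. Axl, the remaining TAM receptor, was at 5.71 ± 2.07 CPM in Mertk KO and 4.35 ± 0.605 CPM in Mertk WT (adjusted p = 0.905). The TAM ligand Gas6 (186 ± 27.5 against 210 ± 15.1 CPM, adjusted p = 0.905), the bridging protein Mfge8 (64.5 ± 2.01 against 57.2 ± 4.77 CPM, adjusted p = 0.897), and the integrin subunits Itgav (637 ± 25.1 against 662 ± 67.2 CPM) and Itgb5 (359 ± 21.4 against 325 ± 48.9 CPM) did not pass the test either (adjusted p = 0.929 and 0.91). Pros1 and Adgrb1 were too low to be tested.

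Cell cycle genes were lower as a list (22 of 26 tested, camera adjusted p = 0.0017; adjusted p = 0.474 with an estimated correlation). No member passed over all genes, while adjusted over the list alone 6 were lower and 1 higher. Mki67, the proliferation marker, was at 0.346 ± 0.115 CPM in Mertk KO and 2.52 ± 1.79 CPM in Mertk WT (adjusted p = 0.064), and the cell cycle inhibitor Cdkn1b at 160 ± 4.99 against 125 ± 8.08 CPM (adjusted p = 0.114). Mki67 passed with DESeq2 (0.000551), no low-count filter (0.000599) and all 15 libraries in 1 fit (0.0176), and Cdkn1b with DESeq2 (0.00234) and all 15 libraries (0.0154). Cytosolic ribosomal proteins were higher as a list (31 of 40 above 0, median log2 fold change 0.08, camera adjusted p = 0.00223), with adjusted p = 0.966 with an estimated correlation. No member passed, over all genes or adjusted over the list alone. Rps20 was at 69.4 ± 8.3 against 57.8 ± 2.58 CPM and Rpl37 at 63.5 ± 8.11 against 53.3 ± 4.67 CPM. The other 36 of 41 lists had adjusted p from 0.0616 to 0.947, RPE identity genes among them (28 tested, none past over all genes and 1 higher adjusted over the list alone; camera adjusted p = 0.928). Engulfment signalling (0.92), LC3-associated phagocytosis (0.867), lysosome (0.867), visual cycle (0.607) and melanin synthesis (0.248) lists, all parts of outer segment clearance or pigment cell function, did not pass either.

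Marker lists of other cells of the eye were also tested. Rod photoreceptor genes were lower in Mertk KO in 28 of 29 members, with a median log2 fold change of -0.60 (camera adjusted p = 0.000812; adjusted p = 0.966 with an estimated correlation), and no member passed, over all genes or adjusted over the list alone. The mean log2 CPM of the list ranged from 4.84 to 5.64 in Mertk KO and from 4.86 to 6.67 in Mertk WT, where Mertk WT 2 (6.67) and Mertk WT 3 (6.40) were highest. Slc24a1, a rod cation exchanger, was at 1230 ± 64.3 against 1377 ± 107 CPM and Gnb1, the transducin beta subunit, at 664 ± 49.8 against 767 ± 107 CPM. Vascular endothelium markers were lower in 6 of 6 tested members (camera adjusted p = 0.0168; adjusted p = 0.474 with an estimated correlation). None passed over all genes and 1, Kdr (6.42 ± 1.33 against 9.85 ± 1.75 CPM), passed adjusted over the list alone, and Egfl7 was at 2.26 ± 0.617 against 3.78 ± 1.05 CPM. None of the 5 lists passed with an estimated correlation or with fry. In those tests 3 and 5 of all 41 lists reached an unadjusted p under 0.05, and neither rod markers nor ribosomal proteins were among them. Leaving out Mertk WT 1, Mertk KO 2 or Mertk WT 3 left 3 lists and leaving out Mertk KO 3 gave 8.

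**Figure D4:**
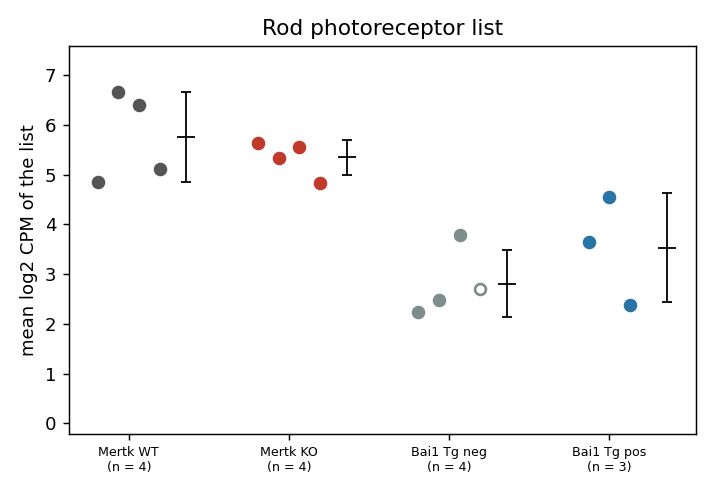
Mean log2 CPM of the rod photoreceptor list (y axis) by group (x axis), with 1 point per library and bars for the mean and SD. The open circle is the library labelled Bai1 Tg neg 4, and the Mertk libraries (4.84 to 6.67) all lie above the Bai1 libraries (2.25 to 4.56).

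Genes from the lists of other cell types were also detected, though an abundant gene need not follow its list. Abca4, which the RPE also expresses, was at 959 ± 88.8 CPM in Mertk WT and 884 ± 36.4 CPM in Bai1 Tg neg, between which the rod list differed by a median log2 fold change of -3.39. Clu, found in glia and also in the RPE, was at 10670 ± 586 CPM in Mertk KO and 10430 ± 703 in Mertk WT, and Apoe at 6606 ± 1130 and 5760 ± 1270 CPM. Csf1r, a macrophage receptor, was at 713 ± 36.5 and 650 ± 32.4 CPM. Only 3 of 26 members of the microglia and macrophage list could be tested, so the Csf1r level alone does not show macrophages. Sox10, a neural crest marker, was at 299 ± 22.9 and 264 ± 61.1 CPM. Acta2, of smooth muscle, was at 205 ± 13.4 and 200 ± 22.3 CPM, Ramp2, of endothelium, at 125 ± 26.6 and 142 ± 36.3 CPM, and the erythroid Hbb-bs at 0.838 ± 0.419 and 2.06 ± 1.62 CPM.

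In the Bai1 comparison the libraries labelled by transgene differed in the mevalonate pathway gene Fdps, farnesyl diphosphate synthase. Fdps (chromosome 3, 89093588 to 89101959) was at 24.0 ± 0.703 CPM in Bai1 Tg pos (n = 3) and 53.1 ± 9.32 CPM in Bai1 Tg neg (n = 4), a log2 fold change of -1.14 (SE 0.129, adjusted p = 0.00425, edgeR). The gene model Gm26809 had 0 counts in Bai1 Tg pos and 233 in Bai1 Tg neg (adjusted p = 0.00956). That was 55.9-fold lower at a floor of 3 counts over the group, with 0.0222 as the upper end of the ratio's 95% counting interval. Gm26809 also varied within genotypes, at 0 in Mertk WT 1 and 3.33 to 4.14 CPM in the other Mertk WT libraries, and has copies elsewhere (95% identical over 1184 bases on chromosome 14, for example), so its counts are uncertain. With all libraries under their labels these were the only 2 of 13855 genes past the threshold. With these settings none rose in edgeR, where 718 genes (384 higher, 334 lower) had an unadjusted p under 0.05 and 693 would by chance. DESeq2 called 13 higher and 8 lower, and edgeR with no low-count filter called 63 higher and 22 lower. Adgrb1 had a log2 fold change of 2.18 (SE 1.85, adjusted p = 0.958), with the library labelled Bai1 Tg neg 4 among the negatives. On the same libraries limma-voom with quality weights gave 8.54 (adjusted p = 0.734).

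Without the library labelled Bai1 Tg neg 4, 5 of 13562 genes passed. In that fit 590 genes had an unadjusted p under 0.05, fewer than chance would give. Adgrb1 rose by 10.73 on the log2 scale (SE 0.205, adjusted p = 4.38e-12), and its pooled ratio was 1820 (95% counting interval 711 to 6690, from 7676 against 4 counts). Fdps (-1.22, adjusted p = 0.00171) and Gm26809 (adjusted p = 0.012) still fell, as did Rsrp1, an arginine- and serine-rich nuclear protein (-0.50, adjusted p = 0.0344), and Ubald1 (-0.69, adjusted p = 0.038), part of which (211 bases) has a copy on chromosome 17. Fdps missed the threshold without Bai1 Tg neg 3 (log2 fold change -1.10, adjusted p = 0.0615) and with limma-voom (-1.19, 0.0626). It also missed it with all 15 libraries in 1 fit (-1.14, 0.272). Gm26809 was not called in those fits either. Nor was Gm26809 called with the replicate number as a block, with the rod marker covariate or without Bai1 Tg neg 1. The count with all libraries was 0 without Bai1 Tg neg 3 (557 genes at an unadjusted p under 0.05, 684 by chance), 1 without Bai1 Tg neg 1, 5 without Bai1 Tg pos 1 or Bai1 Tg pos 2, and 54 without Bai1 Tg pos 3 (44 higher, 10 lower). It was 0 with limma-voom and with all 15 libraries in 1 fit, where 718 and 814 genes reached an unadjusted p under 0.05, against 693 and 726 by chance.

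Cholesterol synthesis genes were lower as a list in Bai1 Tg pos (22 tested, camera adjusted p = 0.00904; adjusted p = 0.784 with an estimated correlation). Fdps fell over all genes, and adjusted over the list alone 2 fell, Fdps and the isoprenoid isomerase Idi1, at 44.5 ± 6.4 against 75.7 ± 16.7 CPM, whose counts are uncertain since a copy, Gm13502, is 100% identical over 684 bases. Oxidative phosphorylation genes were lower (30 of 37 below 0, adjusted p = 0.00572; adjusted p = 0.784 with an estimated correlation), with Cox7c at 51.7 ± 3.77 against 65.6 ± 3.68 CPM and Sdhb at 68.3 ± 5.44 against 77.6 ± 1.49 CPM. Mitochondrially encoded genes were higher (9 of 11 above 0, adjusted p = 0.00763, and adjusted p = 0.784 with an estimated correlation). Among them, mt-Nd2 stood at 2044 ± 214 against 1782 ± 164 CPM and mt-Atp6 at 2.39 ± 1.07 against 0.862 ± 0.347 CPM. The mt-Atp6 values rest on 101 counts in Bai1 Tg pos and 57 in Bai1 Tg neg, against 91732 and 114973 for mt-Nd2. They are therefore a weak measure of its transcript level. Cytosolic ribosomal proteins were lower (30 of 40 below 0, adjusted p = 0.00319; adjusted p = 0.834 with an estimated correlation), with Rpl11 at 62.8 ± 4.77 against 75.4 ± 8.49 CPM and Rpl24 at 3.61 ± 0.582 against 5.85 ± 0.491 CPM. These shifts were not shared by all Bai1 Tg pos libraries. The mean log2 CPM of cholesterol synthesis genes was 6.63, 6.51 and 6.37 in Bai1 Tg pos 1, 2 and 3 and 6.54 to 6.75 in Bai1 Tg neg. That of ribosomal proteins was 6.14, 6.35 and 6.52 in Bai1 Tg pos 1, 2 and 3 and 6.36 to 6.55 in Bai1 Tg neg. That of oxidative phosphorylation genes was 6.79, 6.85 and 7.00, against 6.93 to 7.03 in Bai1 Tg neg. That of mitochondrially encoded genes was 8, 7.82 and 7.36, against 7.32 to 7.66 in Bai1 Tg neg. In these 3 lists Bai1 Tg pos 3 lay within the Bai1 Tg neg range and Bai1 Tg pos 1 furthest from it. Bai1 Tg pos 1 also stood apart on the main axis of variation of the Bai1 libraries (-76.1, others 4.7 to 16.6). In the last 3 lists no member passed, over all genes or adjusted over the list alone. The library labelled Bai1 Tg neg 4 is among the negatives in each of these directions.

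Rod photoreceptor markers were higher in Bai1 Tg pos (26 of 28 above 0, median log2 fold change 0.84, camera adjusted p = 5.34e-06; adjusted p = 0.784 with an estimated correlation). Adjusted over the list alone 1 member passed, the rod phosphodiesterase Pde6b, at 9.47 ± 3.77 against 3.12 ± 1.4 CPM, while Cngb1 was at 6.43 ± 3.76 against 15.3 ± 5.61 CPM. The mean log2 CPM of the list was 3.65, 4.56 and 2.38 in Bai1 Tg pos 1, 2 and 3 and 2.25 to 3.79 in Bai1 Tg neg, the library labelled Bai1 Tg neg 4 standing at 2.71. Pericyte and smooth muscle markers were also higher (8 tested, adjusted p = 0.00015; adjusted p = 0.231 with an estimated correlation), with 1 member past adjusted over the list alone, Acta2, at 244 ± 37.8 against 181 ± 19.1 CPM. Mylk, the myosin light chain kinase of smooth muscle, was at 19.5, 75.6 and 3.21 CPM in Bai1 Tg pos 1, 2 and 3, and at 0.497 to 2.50 CPM in Bai1 Tg neg, where the highest is the library labelled Bai1 Tg neg 4. Over all genes, Pde6b passed with DESeq2 (adjusted p = 0.0253), no low-count filter (3.46e-05) and without Bai1 Tg pos 3 (0.0177), Acta2 with no low-count filter (4.22e-05) and without Bai1 Tg pos 3 (0.0311), and Mylk with DESeq2 (0.0253). With the rod marker level as a covariate 3 lists passed, as against 6, and 1 passed without Bai1 Tg pos 2, 10 without Bai1 Tg pos 3 and 7 without the library labelled Bai1 Tg neg 4, a fit of the lists chosen after seeing the data. None passed with an estimated correlation or fry, where 1 and 2 lists reached an unadjusted p under 0.05. The other 35 of 41 lists had adjusted p from 0.0603 to 0.957.

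With all libraries under their labels no tested member of the PtdSer receptor list, Adgrb1 included, passed in the Bai1 comparison. Mertk was at 235 ± 16 CPM in Bai1 Tg pos and 228 ± 14.2 CPM in Bai1 Tg neg (adjusted p = 0.979), Tyro3 at 223 ± 47.1 and 201 ± 9.35 CPM (adjusted p = 0.958), and Axl at 6.29 ± 2.94 and 5.76 ± 1.23 CPM (adjusted p = 0.986). Gas6 (203 ± 26.6 and 190 ± 5.52 CPM), Mfge8 (50.6 ± 5.83 and 55.6 ± 5.88 CPM), Itgav (659 ± 58.2 and 622 ± 25.3 CPM) and Itgb5 (305 ± 7.68 and 305 ± 21.8 CPM) had adjusted p of 0.958, 0.958, 0.958 and 0.998. Pros1, a TAM ligand, was at 2.36 ± 1.23 and 0.854 ± 0.383 CPM (adjusted p = 0.948). The list of 21 tested members, Adgrb1 among them, had a camera adjusted p of 0.79. Without the library labelled Bai1 Tg neg 4 it was higher with 3.99e-14 (adjusted p = 0.0939 with an estimated correlation), which rests on Adgrb1 itself. With Adgrb1 also left out, a test chosen after seeing the data, the other 20 members had a camera adjusted p of 0.915 (adjusted p = 0.946 with an estimated correlation).

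The 2 effects were then compared directly. Across 13224 genes tested in both, their log2 fold changes had a Pearson correlation of -0.101 and a Spearman correlation of -0.111 (covariance -0.0102), and no gene passed in the same direction in both, where 0 higher and 0.00333 lower would be shared by independent lists. The effects differed by test in 15 of 14520 genes, 2 with a higher and 13 with a lower Mertk KO effect, 7 of them on chromosome 2. Tyro3 differed by -1.99 on the log2 scale (SE 0.187, adjusted p = 9.56e-05), Sptssa by -1.13 (adjusted p = 0.000305), Gchfr by 5.08 (adjusted p = 0.00149) and Stox1, a winged-helix DNA-binding protein, by -1.10 (adjusted p = 0.00332). The correlation across genes was -0.0406 without Bai1 Tg pos 2, -0.0403 with the rod marker level in both fits and -0.199 over genes above 10 CPM. Splits of the libraries did not exclude chance for it (9 of 100 as large), and genes are not independent replicates. DESeq2 gave 81 genes whose effects differed, leaving out Bai1 Tg pos 3 gave 31 and leaving out Mertk WT 1 gave 26.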

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

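All tests weighed here were chosen only after the results were seen, except the test of genes near Mertk with its 20 Mb window and the splits of the libraries.

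Sets of 4 values, 1 per library of a group, such as the CPM of a gene, were searched for an outlying library. Among 178 such sets, 11 held a library far from the other 3, where chance gives about 9. Adgrb1 was at 144 CPM in the library labelled Bai1 Tg neg 4, against 0 to 0.142 CPM in the others. In Mertk WT, Prkca was at 31.9 CPM in library 1 (others 38.6 to 39.5), Csf1r at 698 CPM in library 4 (629 to 639), and in library 3 Eif3j1 at 11.7 CPM (8 to 8.53) and Gcc1 at 46.7 CPM (41.2 to 42.1). In Mertk KO, library 1 held Csf1r at 659 CPM (727 to 736) and Rps20 at 57 CPM (72.4 to 74.2), and library 2 held Cdkn1b at 167 CPM (157 to 158). In Bai1 Tg neg, Cngb1 was at 6.88 CPM in library 3 (17.9 to 18.3), and in library 1 Slc6a9 at 518 CPM (544 to 549) and Atp2a1 at 3 CPM (0.851 to 1.2).

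Genes that differed between Mertk KO and Mertk WT were concentrated around Mertk, with an odds ratio of 45.1 within 20 Mb. A response to losing Mertk wherever the genes lie would give an odds ratio near 1, and the lower bound of the interval was 19.7. Reads lost to mismatches between a 129 allele and the reference would lower counts, which argues against them for the 6 higher genes such as Gchfr and Bub1b, while for the 7 lower genes, Tyro3 among them, such a loss cannot be told apart from a lower transcript level without the reads. The strain label names a B6;129 allele, so 129 alleles linked to the knockout may account for changes such as that of Tyro3, and a local effect of the disrupted gene on its neighbours was not tested. Chance is unlikely, since only the real of the 35 splits gave as many genes near Mertk (13, highest other 0). A share of 1 of 35 is the smallest these splits can give.

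The library labelled Bai1 Tg neg 4 held Adgrb1 near the Bai1 Tg pos level. A swap with a Bai1 Tg pos library would leave one of those near 0, and the lowest stood at 166 CPM. Reads of a Bai1 Tg pos library mixed in would need a share of 0.845 to 0.864 and move all differing genes that far, while the highest upper quartile of their position was 0.444 (0 at Bai1 Tg neg 1 to 3, 1 at the mixed library). A wrong label on this library alone could not be told apart: Fdps, Gm26809, Rsrp1 and Ubald1 lay at 0.39, 0.56, 0.78 and 0.53 of the way to Bai1 Tg pos, with a median of 0.55. In each of these genes the library lay below every one of Bai1 Tg neg 1 to 3. Its levels were 43.7, 2, 286 and 65.6 CPM, against lowest values there of 47.4, 2.74, 361 and 75.8 CPM. It also lay above the Bai1 Tg pos means of 24, 0, 261 and 50.9 CPM. These genes were picked for their gap between Bai1 Tg pos and Bai1 Tg neg 1 to 3, which keeps a wrong label open. No biological explanation was tested.

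Some calls in Mertk KO involve near-identical copies, chosen for summing (4 pairs) from 10 genes with a copy elsewhere among 38 searched. For Eif3j1 the call ended when its counts were added to those of Eif3j2, the log2 fold change moving from -2.01 (SE 0.319) to -0.20 (SE 0.17), and for Apoo-ps added to Apoo from -3.20 (SE 0.331) to -0.22 (SE 0.13), consistent with reads placed on one copy or the other. An allele that matches the copy better may underlie this, which was not tested, and for Apoo-ps the same proportion appeared in Bai1 Tg neg 2 with wild-type Mertk (Apoo-ps 1.19, Apoo 24.3 CPM), so it is not confined to Mertk KO. Sord with Gm6652 kept a log2 fold change of -0.88, which argues against the copy as its cause. Gm3650 with Spg11 gave -0.28, but Spg11 is far more abundant (56.1 and 70.9 CPM), so this sum decides nothing for Gm3650. Gm3650 also matches part of Eif3j1 and lies beside Eif3j2, and both were higher in Mertk KO while Eif3j1 was lower. Reads placed on a copy therefore stay open for Gm3650, and its sum with Eif3j1 was not tested.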

How the results depend on the processing

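The fits without Mertk WT 2 and Mertk WT 3 together, without both Bai1 libraries in doubt (Bai1 Tg pos 1 and the library labelled Bai1 Tg neg 4) and with the rod marker level in both fits of the similarity were chosen after seeing the data. So were the lists, the similarity and the difference of the effects without the library labelled Bai1 Tg neg 4 (7, -0.118 and 17), and the tests of the PtdSer list with Adgrb1, Mertk, or Mertk and Tyro3 left out. Genes near Mertk stayed concentrated in each alternative, with odds ratios from 17.1 (DESeq2) to 69.2 (without Mertk KO 4). Genes changed in Mertk KO numbered 30, 74 with DESeq2, 69 with no low-count filter, 13 with genes within 20 Mb of Mertk left out (fewer genes tested), and 16 (without Mertk KO 4) to 31 leaving out 1 library. The Mertk level fell in each alternative but missed the threshold with the replicate number as a block (-0.481, adjusted p = 0.099), without Mertk WT 2 and Mertk WT 3 together (-0.419, adjusted p = 0.187) and leaving out any 1 library (-0.52 to -0.414), where fewer libraries are fitted; adjusted p over its 19 alternatives ran from 0.000195 to 0.228. Lists past in Mertk KO numbered 5, 0 with an estimated correlation (3 at an unadjusted p under 0.05), 0 with fry (5), and from 3 (without Mertk WT 1, Mertk KO 2 or Mertk WT 3) to 8 (without Mertk KO 3). Genes changed in Bai1 Tg pos numbered 2, 21 with DESeq2, 85 with no low-count filter, 4 with the block, 0 with all 15 libraries in 1 fit (814 at an unadjusted p under 0.05, 726 by chance), 0 with limma-voom (718, 693 by chance), 1 with the rod marker covariate and 11 without both libraries in doubt. Leaving out 1 library gave 0 (without Bai1 Tg neg 3, with 557 at an unadjusted p under 0.05, 684 by chance) to 54 (without Bai1 Tg pos 3), with 1 without Bai1 Tg neg 1, and 5 without Bai1 Tg pos 1, Bai1 Tg pos 2 or the library labelled Bai1 Tg neg 4. Adgrb1 passed with the block (10.73), without both libraries in doubt (10.73) and without the library labelled Bai1 Tg neg 4, the range leaving out 1 library being 1.77 to 10.73; the block and these omissions set that library aside, since it has no partner of its number. With it kept, limma-voom with quality weights gave 8.54 (adjusted p = 0.734). Lists past in Bai1 Tg pos numbered 6, 3 with the rod covariate, 0 with an estimated correlation (1 at an unadjusted p under 0.05), 0 with fry (2), and 1 (without Bai1 Tg pos 2) to 10 (without Bai1 Tg pos 3). The similarity of the effects was -0.199 over genes above 10 CPM, -0.0403 with the rod level in both fits, and -0.147 (without Mertk KO 3) to -0.0406 (without Bai1 Tg pos 2). Genes whose effects differed numbered 15, 81 with DESeq2, and 12 to 31 (without Bai1 Tg pos 3), with 26 without Mertk WT 1. Some log2 fold changes near 0, none past the threshold, reversed: in Mertk KO without Mertk WT 2 and Mertk WT 3 together, Itgav (0.038) and Itgb5 (-0.014). In Bai1 Tg pos these were Axl with the block (-0.019) and rod covariate (-0.199), Itgb5 with no low-count filter (0) and the rod covariate (-0.031), and, leaving out 1 library, Mertk (-0.006 without Bai1 Tg pos 2, to 0.091), Axl (-0.31 without Bai1 Tg pos 2, to 0.401), Tyro3 (-0.007 without Bai1 Tg pos 1, to 0.302) and Itgb5 (-0.032 without Bai1 Tg neg 1, to 0.05). Beyond fewer genes or libraries, the cause was not tested. Values of single genes and markers numbered 1011, those of Mertk in Mertk KO and Adgrb1 in Bai1 Tg pos given above not counted. Of these, 947 were counted as unchanged, 40 lost and 11 gained a call, and 13 reversed. For fold changes, unchanged means the same direction and side of the threshold. The unchanged values also include mean CPM levels of markers, which have no direction and no test. The lowest total, 9591129 counts, limits genes near the floor of 0.313 CPM in that library.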

Other observations

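The splits of the libraries and the comparison of the control sets were planned. An exception is the lists without the library labelled Bai1 Tg neg 4, whose fit and splits were chosen after the data were seen. The shares of Rplp0 copies were also examined only after the values were seen.

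The 2 sets of wild-type controls gave more genes past the threshold than either comparison. Bai1 Tg neg over Mertk WT gave 14 higher and 44 lower of 13459 genes. Higher were Gcc1, a Golgi coiled-coil protein (91.5 ± 18.7 against 43.0 ± 2.55 CPM, adjusted p = 0.00378), the sterol pathway genes Idi1 (75.7 ± 16.7 against 32.1 ± 3.56 CPM, adjusted p = 0.00509) and Fdps (53.1 ± 9.32 against 24.5 ± 4.97 CPM, adjusted p = 0.00897), and Sytl2, a Rab27 effector (adjusted p = 0.00681). Lower were Vtn, vitronectin (32.5 ± 2.9 against 59.8 ± 9.57 CPM, adjusted p = 0.00509), Fabp12, a fatty acid binding protein (adjusted p = 0.00541), and Doc2b, a calcium sensor of vesicle release (adjusted p = 0.00646). Fdps in Bai1 Tg pos (24.0 ± 0.703 CPM) stood near its level in Mertk WT. The sets differ in tag number and in the library labelled Bai1 Tg neg 4, so set and batch cannot be told apart.

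Of 40 lists, 9 passed camera between the control sets and 0 with an estimated correlation (lowest adjusted p = 0.28). Rod markers were lower in Bai1 Tg neg (median log2 fold change -3.39, camera adjusted p = 9.63e-68; adjusted p = 0.28 with an estimated correlation), and cone markers too (adjusted p = 2.44e-05; adjusted p = 0.308 with an estimated correlation). Immediate early genes, induced within minutes of stimulation or dissociation, were higher (median 0.455, adjusted p = 1.18e-09; adjusted p = 0.475 with an estimated correlation), as were cholesterol synthesis genes (adjusted p = 0.000219; adjusted p = 0.466 with an estimated correlation).

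Rplp0, a ribosomal stalk protein, and its copy Gm8730 (98.7% identical over 954 bases) were counted in different proportions. Gm8730 took 35.2% of their sum in Bai1 Tg pos 1, 31.6% to 40.7% in the Mertk libraries and 11.8% to 15.6% in the other Bai1 libraries. Bai1 Tg pos 1 also lay at -76.1 on the main axis of variation of the Bai1 libraries, the others at 4.7 to 16.6, and that axis held 37.6% of the variance.

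Other splits of the same libraries into groups of the same sizes were counted for each result, the real split included. Chance is unlikely for genes changed in Mertk KO (1 of 35 splits as large, the smallest share possible, real 30, highest other 4). The same holds for genes between the control sets (1 of 35, real 58, highest other 4). For the difference of the effects, 2 of 60 splits were as large (real 15), a share under 0.05. Another split gave 20 there, more than the real one, so chance is less likely but is not excluded. It is not excluded for the lists in Mertk KO (18 of 35; 5, highest other 8), for genes in Bai1 Tg pos (6 of 35; 2, highest other 7), for lists there (14 of 35; 6, highest other 13), for lists between the control sets (4 of 35; 9, highest other 12) or for the similarity (9 of 100; size 0.101, highest other 0.157). Without the library labelled Bai1 Tg neg 4 the 10 splits are too few, with 5 genes (highest other 5; 2 splits as large) and 7 lists (highest other 10; 4 splits as large).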
